# XYZeq: Spatially resolved single-cell RNA sequencing reveals expression heterogeneity in the tumor microenvironment

**DOI:** 10.1126/sciadv.abg4755

**Published:** 2021-04-21

**Authors:** Youjin Lee, Derek Bogdanoff, Yutong Wang, George C. Hartoularos, Jonathan M. Woo, Cody T. Mowery, Hunter M. Nisonoff, David S. Lee, Yang Sun, James Lee, Sadaf Mehdizadeh, Joshua Cantlon, Eric Shifrut, David N. Ngyuen, Theodore L. Roth, Yun S. Song, Alexander Marson, Eric D. Chow, Chun Jimmie Ye

## Abstract

Single-cell RNA sequencing (scRNA-seq) of tissues has revealed remarkable heterogeneity of cell types and states but does not provide information on the spatial organization of cells. To better understand how individual cells function within an anatomical space, we developed XYZeq, a workflow that encodes spatial metadata into scRNA-seq libraries. We used XYZeq to profile mouse tumor models to capture spatially barcoded transcriptomes from tens of thousands of cells. Analyses of these data revealed the spatial distribution of distinct cell types and a cell migration-associated transcriptomic program in tumor-associated mesenchymal stem cells (MSCs). Furthermore, we identify localized expression of tumor suppressor genes by MSCs that vary with proximity to the tumor core. We demonstrate that XYZeq can be used to map the transcriptome and spatial localization of individual cells in situ to reveal how cell composition and cell states can be affected by location within complex pathological tissue.

## INTRODUCTION

Over the past decade, massively parallel single-cell RNA sequencing (scRNA-seq) has emerged as a powerful approach to catalog the remarkable cellular heterogeneity in complex tissues (*1*, *2*). While scRNA-seq can profile the transcriptomes of thousands of cells in a single experiment, it requires the dissociation of tissue into single-cell suspensions before library preparation and sequencing, eliminating any spatial information (*3*–*6*). Several strategies have emerged to obtain molecular and spatial information simultaneously from complex tissue. Imaging-based strategy combines high-resolution microscopy with fluorescence in situ hybridization to achieve subcellular resolution and could profile the entire transcriptome (*7*–*10*), but this requires lengthy iterative microscopy workflows and large probe panels. Another approach is to hybridize RNA directly from tissue slices onto a microarray containing spatially barcoded oligo(dT) spots or beads to encode location information into RNA-seq libraries. These approaches can sample the entire transcriptome without the need for iterative rounds of hybridization (*11*), and recent improvements using DNA-barcoded beads (high-definition spatial transcriptomics and Slide-seqv1/v2) report spatial resolutions at or below the diameter of a single cell (*12*–*14*). However, because of the low numbers of mRNA molecules captured per bead, these spatial transcriptomic approaches often aggregate neighboring beads before downstream analysis, resulting in lower effective resolution and averaging of transcript abundances from multiple cells. As a result, annotation of specific cell types present within each spatial unit of analysis is accomplished by aggregating gene sets computationally defined from orthogonal scRNA-seq datasets (*15*, *16*). While integration methods have demonstrated the ability to localize cell types within the spatial organization of complex tissue, they rely on having available data from two independent assays and have limited ability to infer how spatial context influences the cell state of individual cell types.

## RESULTS

To overcome these limitations, we have developed XYZeq, a method that uses two rounds of split-pool indexing to encode the spatial location of each cell from a tissue sample into combinatorially indexed scRNA-seq libraries (*17*, *18*). Critical for the performance of XYZeq, we fixed tissue slices with dithio-bis(succinimidyl propionate) (DSP), a reversible cross-linking fixative that has been shown to preserve histological tissue morphology while maintaining RNA integrity for single-cell transcriptomics (*19*). In the first round of indexing, a fixed and cryo-preserved tissue section is placed on and sealed into an array of microwells spaced 500 μm center to center. The microwells contain distinctly barcoded reverse transcription (RT) primers (spatial barcode). This step physically partitions intact cells from tissue into distinct in situ barcoding reactions. After RT, intact cells are removed from the array, pooled, and distributed into wells for a second round of polymerase chain reaction (PCR) indexing, imparting each single cell with a combinatorial barcode (Fig. 1, A and B). After sequencing and demultiplexing, the spatial barcode maps each cell back to its physical location in the array (Fig. 1B). This combinatorial barcoding strategy theoretically could enable spatial transcriptomic analysis of large sets of single cells—with two rounds of split-pool indexing, 768 spatial RT barcodes, and 384 PCR barcodes, up to 294,912 unique single-cell barcodes can be generated.

**Fig. 1:**
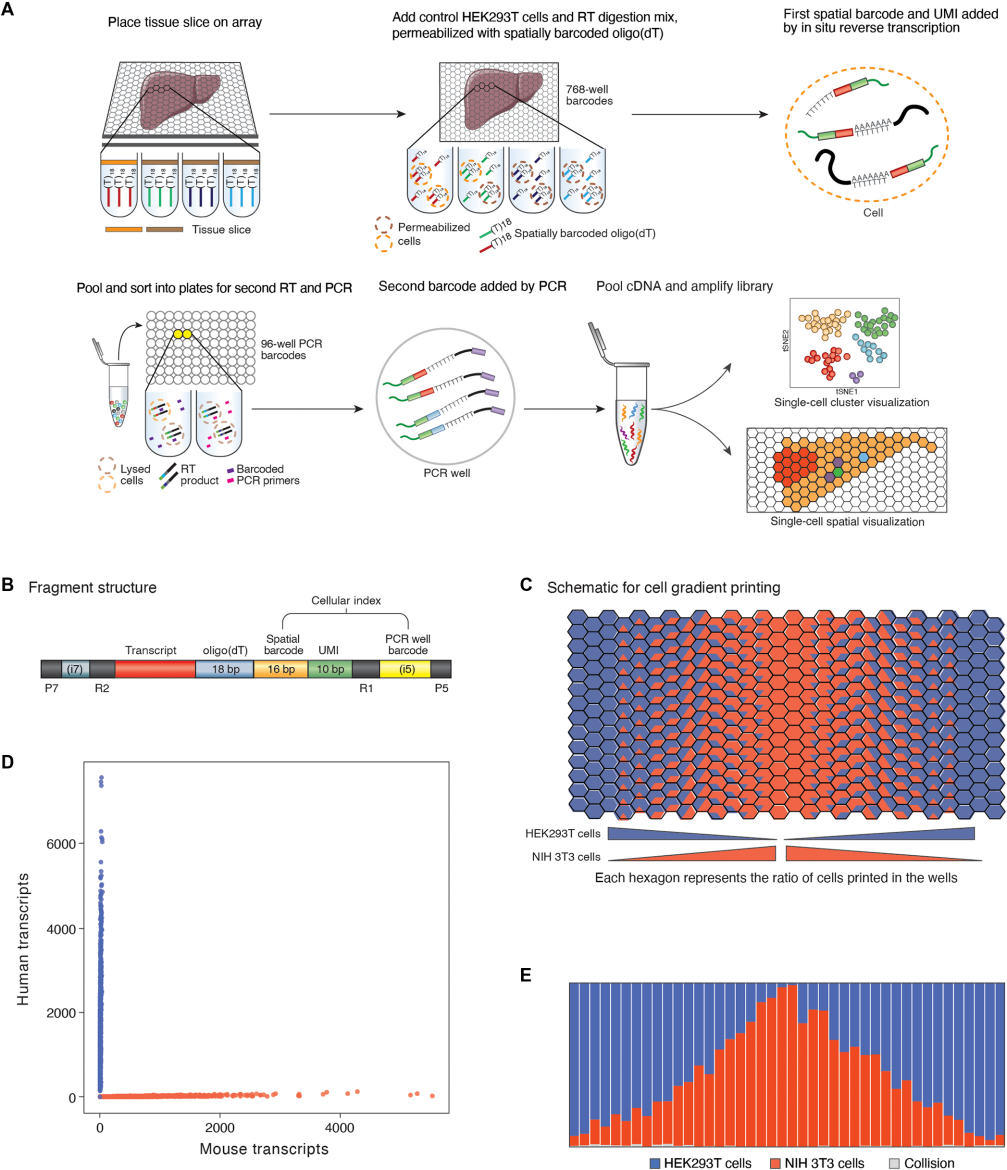
XYZeq enables single-cell and spatial transcriptome profiling simultaneously. (**A**) Schematic of the XYZeq workflow. (**B**) Schematic of XYZeq sequencing library structure. P5 and P7, Illumina adaptors; bp, base pairs; R1 and R2, annealing sites for Illumina sequencing primers. (**C**) Schematic representation of the mixed-species cell gradient pattern printed on the chip with 11 unique cell proportion ratios (see Methods for specific cell proportion ratios). (**D**) Scatterplot of mouse (*x* axis) and human (*y* axis) UMI counts detected from a mixture of HEK293T and NIH 3T3 cells after computational decontamination. Blue refers to human cells (*n* = 4182), red refers to mouse cells (*n* = 2220), and gray refers to collisions (*n* = 45). (**E**) Proportion of HEK293T (blue) cells, NIH 3T3 (red) cells, or collisions (gray) detected by XYZeq for each column of the microwell array.

To determine whether XYZeq can assign transcriptomes to single cells, we performed a mixed-species experiment where a total of 11 distinct ratios of DSP-fixed human [human embryonic kidney (HEK) 293T)] and mouse (NIH 3T3) cell mixtures were deposited into each of the 768 barcoded microwells, creating a cell proportion gradient along the columns of the array (Fig. 1C and Materials and Methods). XYZeq was used to generate scRNA-seq data for 6447 cells. A total of 94.8% of cell barcodes were assigned to a single species with an estimated barcode collision rate of 5.1% based on the percentage of cell barcodes with reads mapping to both human and mouse transcriptomes (fig. S1A). We hypothesized that a portion of collisions were due to contamination from ambient RNA released by damaged cells. Using DecontX (*20*), a hierarchical Bayesian method that assumes the observed transcript counts of a cell is a mixture of counts from two binomial distributions, we removed contaminating transcripts, reducing the collision rate to 0.7% (Fig. 1D and Materials and Methods). After computational decontamination and removal of collision events, we obtained a median of 939 unique molecular identifiers (UMIs) and 439 genes per human cell and 816 UMIs and 336 genes per mouse cell. Mapping each single cell to its originating microwell, we observed a high concordance between the observed and expected cell type proportions along the columns of the wells (Lin’s concordance correlation coefficient = 0.91; Fig. 1E and fig. S1B). Together, these results demonstrate that a minimal amount of barcode contamination takes place from single cells in each well and between neighboring wells on the array after pooling, indicating that the XYZeq workflow successfully produces spatially resolved scRNA-seq libraries.

We next applied XYZeq to a fixed and cryopreserved heterotopic murine tumor model established by intrahepatic injections of a syngeneic colon adenocarcinoma cell line, MC38, into immunocompetent mice. This model mimics tissue-infiltrating features of metastatic cancer and is associated with a relatively well-defined tumor boundary (*21*, *22*). MC38 tumor cells also have immunomodulating properties with previous data showing immune cells infiltrating the tumor/tissue interface approximately 10 days after tumor inoculation (*23*, *24*). Thus, we predicted that XYZeq could simultaneously capture the gene expression states and spatial organization of parenchymal liver cells, cancer cells, and tumor-associated immune cell populations. A 25-μm slice of fixed-frozen liver/tumor tissue from a C57BL/6 mouse was placed on top of the prefrozen microwell array while a sequential 10-μm slice was fixed for immunohistochemical staining (fig. S2A and Materials and Methods). We also deposited fixed human HEK293T cells into the same array at an average of 58 cells per well to serve as a mixed-species internal control to experimentally quantify collision rates. We performed XYZeq and observed an initial collision rate of 7.3% based on comparing the ratio of human versus mouse transcripts (fig. S2B). After computational decontamination and further quality control, which includes filtering cells based on cell counts and mitochondrial expression, the collision rate was reduced to 4.4% (Fig. 2A and Materials and Methods). After removing collisions, we obtained a total of 8746 cells and detected a median of 1596 UMIs and 629 unique genes per HEK293T cell and 1009 UMIs and 456 unique genes per cell from the heterotopic murine tumor model at 46% sequencing saturation (Fig. 2B). A hematoxylin and eosin (H&E)–stained serial section of the tissue revealed a histological boundary between the tumor and adjacent liver/tumor tissue (Fig. 2C). As expected, we observed HEK293T human cells distributed across the entire array, while mouse cells were sequestered within the boundary of the murine tissue (Fig. 2D). Note that empty spatial wells with no cells detected were likely due to a limited number of cells targeted for sequencing (~10,000). We obtained a median of 3 human cells per well and 9 mouse cells per well with a total of 13 cells per well expected (fig. S2C).

**Fig. 2:**
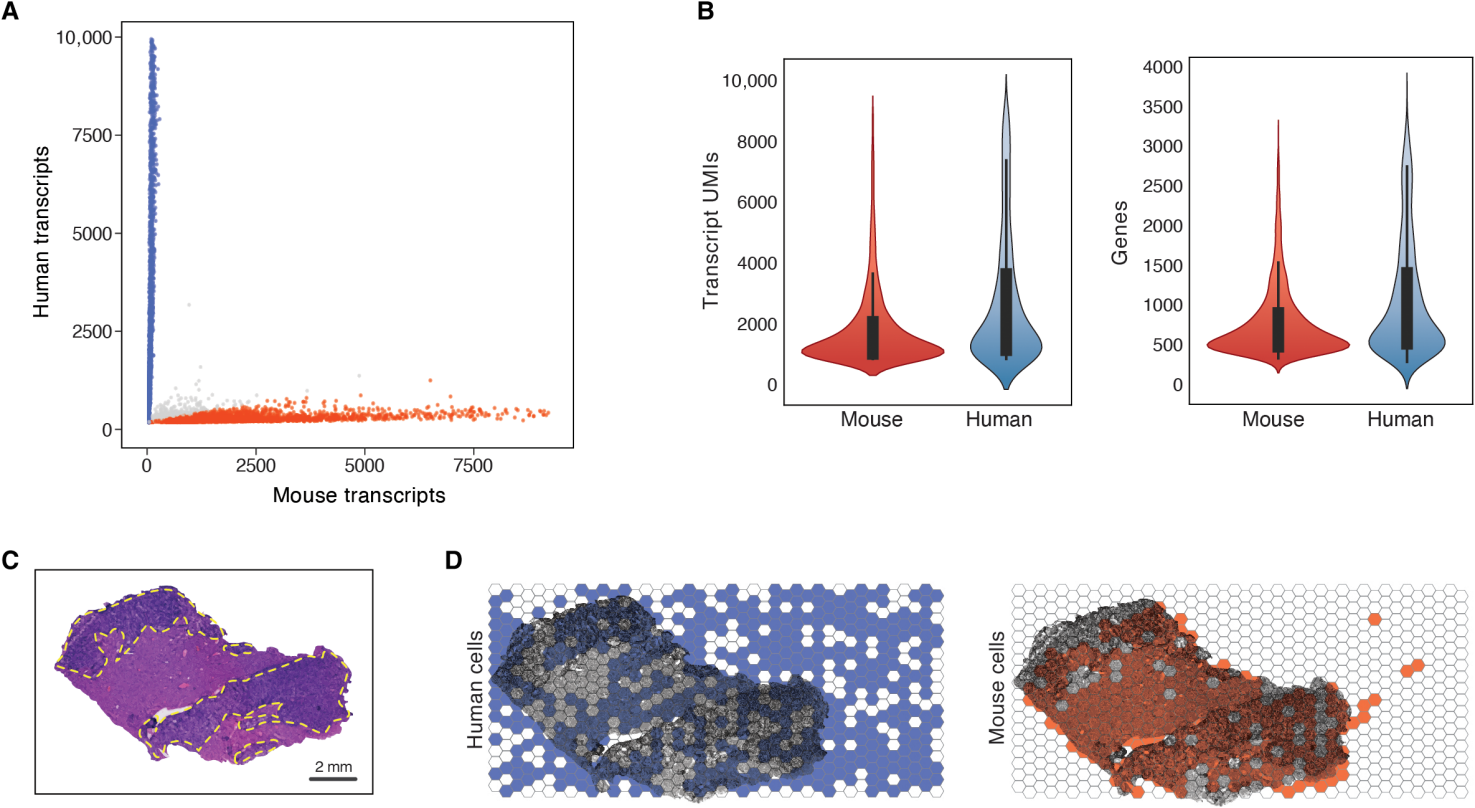
Spatially resolved single-cell transcriptomes captured from tissue. (**A**) Scatterplot of mouse (*x* axis) and human (*y* axis) UMI counts detected from liver/tumor tissues (*n* = 4) at 500 UMI cutoff after decontamination processing. Blue refers to human cells (*n* = 2657), red refers to mouse cells (*n* = 5707), and gray refers to collisions (*n* = 382). (**B**) Violin plots showing the number of detected UMIs (left) and genes (right) per mouse (red) and human (blue) cell. Median UMI counts for human cells: 1596; mouse cells: 1009. Median gene counts for human cells: 629; mouse cells: 456 across all liver/tumor slices. (**C**) H&E-stained image of the liver/tumor tissue slice. Tumor region, dark purple with yellow dotted outlines; liver region, pink. Scale bar, 2 mm. (**D**) Visualization of human (blue) and mouse (red) cell distribution on the XYZeq array overlayed on the H&E-stained slice.

XYZeq revealed distinct cell types within the murine liver and tumor. Semisupervised Leiden clustering revealed 13 cell populations in the murine tumor model (fig. S3A), from which seven cell types were annotated on the basis of markers that define each population: hepatocytes, cancer cells (MC38), Kupffer cells, liver sinusoidal endothelial cells (LSECs), mesenchymal stem cells (MSCs), lymphocytes, and myeloid cells (Fig. 3A). The annotation of MC38 tumor cells was supported by a high correlation of chromosomal copy numbers estimated from XYZeq scRNA-seq data and publicly available MC38 cytogenetic data (Pearson *r* = 0.78) (*25*). Notably, a partial amplification of chromosome 15 and a partial deletion of chromosome 14 observed in the XYZeq data were consistent with common chromosomal abnormalities seen in MC38 cells (fig. S3B). As a negative control, we saw low chromosomal copy number correlation when comparing MC38 cells to hepatocytes (*26*) and immune cells (*21*) (Pearson *r* = 0.05 and *r* = 0.17, respectively) (fig. S3B). A heatmap showing differentially expressed genes across seven cell types uncovered distinct clusters of cells defined by expression of canonical genes that are relatively exclusive to each cell type (Fig. 3B). Note that we estimated uniformly low rates of contamination of each cell cluster (median under 1%) with the exception of hepatocytes, which had a slightly higher rate at 2.2% (fig. S3C and Materials and Methods). We found comparable median UMIs and genes detected across all cell clusters including immune cell populations that have been difficult to profile using other combinatorial indexing methods (fig. S3, D and E) (*27*). Cell types expected in non–tumor-bearing liver were identified using markers previously described, which included hepatocytes, Kupffer cells, and LSECs (*26*). Consistent with the known heterogeneity of hepatocytes, we identified hepatocyte subsets annotated by the expression of pericentral markers (*Glul*, *Oat*, and *Gulo*) (fig. S3F) (*26*). MC38 adenocarcinoma cells comprised a large uniform cluster and were distinguished by the expression of the known marker *Plec* (*22*). Myeloid cells were defined by canonical markers *Cd11b* and *Cd74* (*28*), but other noncanonical markers were also observed, including *Myo1f* (*29*) and *Tgfb* (*30*). Lymphocytes showed a similar mix of broad and specific expression patterns of cell type markers, with expression of pan-lymphocyte marker *Il18r1*, T lymphocyte marker *Prkcq*, and cytotoxic T cell marker *Cd8b* (*31*–*33*). Last, we detected a cluster of MSCs/stromal cells that expressed both broad mesenchymal cell markers *Rbms3* and *Tshz2* and stem/stromal cell markers *Prkg1* and *Gpc6* (fig. S3F) (*34*–*38*).

**Fig. 3:**
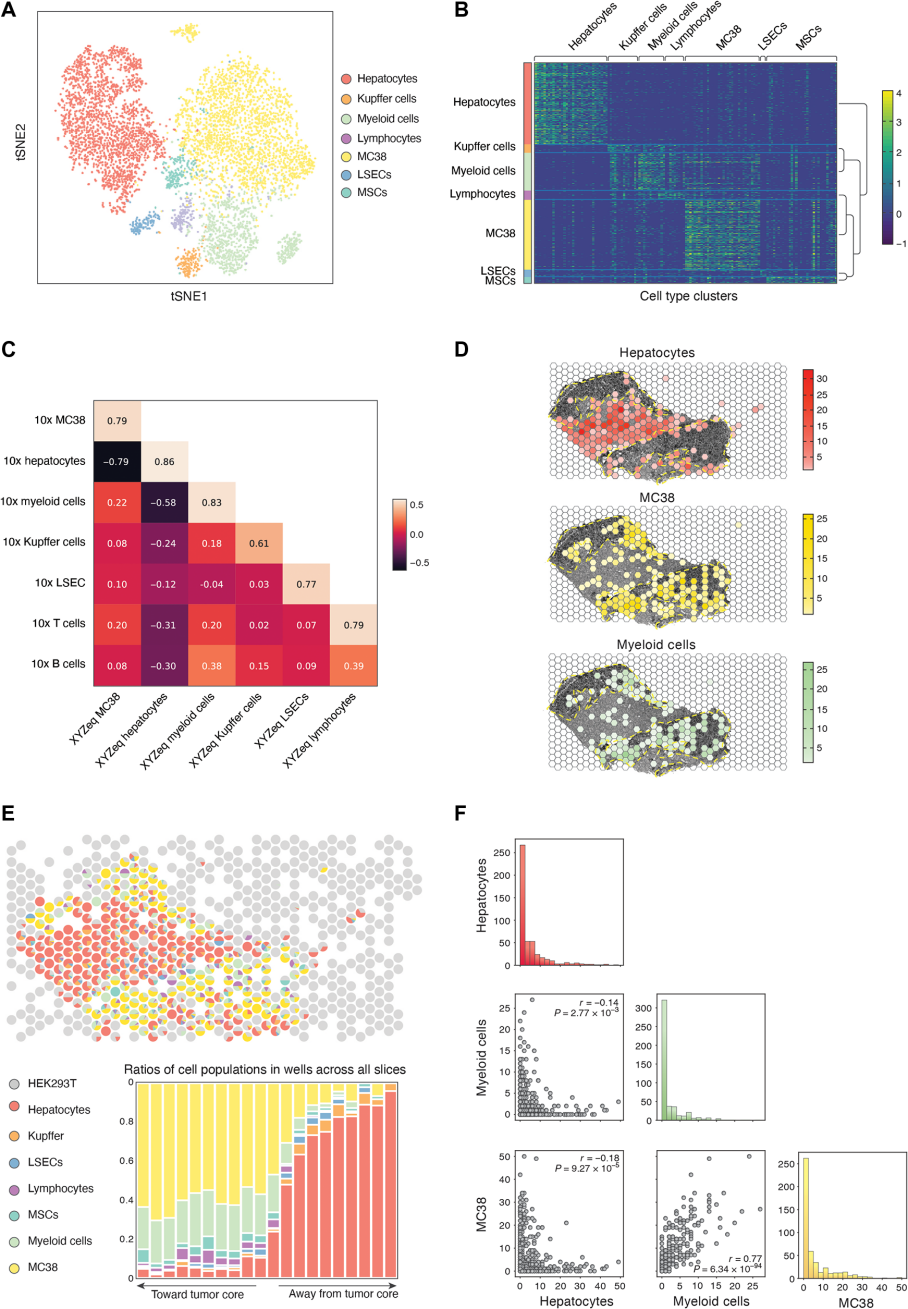
Frequency and spatial mapping of single-cell clusters from tissue. (**A**) tSNE visualization of the cell types identified from liver/tumor tissue. A total of 6623 total cells were plotted. (**B**) Heatmap of scaled marker gene expression and hierarchical clustering of genes that define each cell type from liver/tumor tissue. Reference for color bar in (A). (**C**) Correlations of pseudobulk expression values for matching cell types between XYZeq and 10x Genomics Chromium. (**D**) Spatial localization of hepatocytes, MC38, and myeloid cells overlaid on a bright-field image of tissue. Yellow dotted outline indicates tumor regions. (**E**) Pie chart of cell type composition for each XYZeq well from a representative liver/tumor tissue slice (top) and bar chart illustrating combined cell type composition across all four slices of liver/tumor tissue, which tracks with proximity to the tumor (bottom) (see Methods for proximity score). (**F**) Pairplot showing the frequency of hepatocytes, MC38, and myeloid cells in each well. Scatterplots show the colocalization of two cell types in each well. Histograms show the distribution of number of cells (*x* axis) per well (*y* axis) for each cell type. Pearson correlation (*r*) and *P* values are annotated.

We next assessed the reproducibility of XYZeq while comparing changes in the transcriptional landscape across the z-layer of the organ. Four nonsequential 25-μm tissue slices from the same frozen liver/tumor sample block were processed and analyzed. The average expression over all cells for genes detected across all slices was highly correlated between each pair of slices (average pairwise Spearman *r* = 0.93) (fig. S4A). We noted that among the four tissue sections, slices 1 and 2, which were the two most proximal slices in their *z* coordinates (separated by 80 μm), had the highest expression correlation (Spearman *r* = 0.96). In contrast, slices 1 and 4, which were the most distal in *z* coordinates (separated by 830 μm), had the lowest correlations (Spearman *r* = 0.91). Further, clusters jointly annotated across all four slices consisted of cells from each slice, suggesting that the observed heterogeneity is not due to batch effects (fig. S4B).

We further compared the quality of the scRNA-seq data generated by XYZeq to another single-cell technology that is commercially available. 

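The 10x liver/tumor library was 1 sample with no replicate, from a mouse liver bearing MC38 tumor, a murine colon adenocarcinoma line. Tissue was taken at day 10 after injection of 500000 MC38 cells, and the library also held human HEK293T cells, an established embryonic kidney line. The paper's methods describe digestion of the fresh organ and droplet capture with 5′ chemistry, whereas the sample labels repeat the fixation, freezing and microwell steps of XYZeq for this library. The authors deposited unfiltered UMI counts from Cell Ranger 3.1.0 with combined human and mouse reference 3.1.0, for 737280 barcodes and 64591 genes, 33538 of them human and 31053 mouse. The matrix held 85782686 UMIs, of which 51.0% were human and 49.0% mouse. After the paper's filters, 2622 mouse cells had a median of 5483.5 UMIs and 1786 genes, and 1391 human cells a median of 34946 UMIs and 5916 genes. A barcode was assigned to a species when at least 66% of its UMIs came from that species, the rule that the paper gives for its species mixture. Cells were clustered with the paper's settings, and clusters were named "-like" from marker lists fixed before the data were examined. The naming rule itself was chosen after the data were seen: a class needed at least 3 markers detected in 10% of its cells at 2-fold or more above the other clusters. Clusters with at least 70% of the markers of 2 lists were split on those markers. Free RNA was measured from cells that lack a mouse genome: 0.694% of the UMIs in human cells were mouse, a median of 101 per cell, and 0.176% of those in mouse cells were human. Among 36331 barcodes of 10 to 100 UMIs, 10 abundant hepatocyte transcripts made up 13.0% of the mouse UMIs, against 17.2% in hepatocyte-like cells and 0.0405% in MC38-like cells. No doublets were removed; Scrublet marked 59 of the 4013 cells, 16 of them mouse. Shares are given with exact Clopper-Pearson 95% intervals and pooled counts scaled to the mouse UMIs of a class (CPM) with exact Poisson 95% intervals, both of which cover counting error only. With 1 sample no test between conditions was possible. A gene was called higher or lower in a class at 2-fold from the equal-weight mean of the other classes. Its interval also had to lie apart from that of the other classes' pooled counts, in which the deepest classes weigh most. Such a call can rest on few UMIs, as for Prkg1, called higher in stellate-like cells from 1 UMI.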

To accomplish this, we compared the cell type clusters identified from XYZeq to those identified from an independent scRNA-seq dataset of the same liver/tumor model generated using the 10x Genomics droplet-based Chromium system. Most cell populations detected by 10x were also observed by XYZeq, except neutrophils, erythroid progenitors, and plasma cells (Fig. 3C and fig. S5A), which are immune cell populations known to be sensitive to the cryopreservation (*39*) required for XYZeq. 

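With the paper's settings, hepatocyte-like cells were the largest class of the 10x library, with 952 of 2622 mouse cells (36.3%, 34.5 to 38.2%). MC38-like cells made up 15.4% (14.0 to 16.8%), and a second tumor-like cluster, called here the matrix-gene cluster, made up 14.4%. The latter carried 5 of 10 fibroblast markers, Col3a1, Col6a1, Dcn, Pdgfra and Postn, and 3 of 10 MC38 markers. Not all such genes were high in it: Col1a2 (7.52 CPM) and Thy1 (0.418 CPM) were called lower against the mean of the other classes. These means were 159 and 112 CPM, and for Col1a2 the mean was raised by mesothelial-like cells at 1903 CPM. MC38-like cells had less of both genes, at 5.39 and 0 CPM. Neutrophil-like cells numbered 45 (1.72%, 1.25 to 2.29%) and carried 9 of 12 neutrophil markers, among them the calcium-binding proteins S100a8 and S100a9, the receptors Csf3r and Cxcr2, and Ly6g. Plasma cell-like cells numbered 22 (0.839%, 0.527 to 1.27%) with 9 of 10 markers of antibody secretion. Erythroid-like cells numbered 8 (0.305%, 0.132 to 0.600%) with 7 of 12 markers, including globins Hba-a1 and Hbb-bs and the heme enzyme Alas2. Myeloid-like cells (309, 11.8%), T cell-like cells (136, 5.19%) and B cell-like cells (105, 4.00%) were the largest immune classes. Cholangiocyte-like (23 cells), dendritic cell-like (21), stellate-like (17), mesothelial-like (12) and plasmacytoid dendritic cell-like (5) clusters were also named, and 108 cells stayed unnamed. Of the unnamed cells, 66 formed a cluster that lost an MC38-like name for its low median of 3286.5 UMIs. Its top gene Crabp1 (463 CPM) was also a top gene of MC38-like cells (488 CPM), and counting the cluster would raise the MC38-like share. That name is uncertain, since among the final groups the cluster had 2 of 10 MC38 markers, under the 3 needed, and 3 of 10 fibroblast markers. It also had 0 UMIs of Xist (upper limit 10.4 CPM), against 107 CPM in MC38-like cells, and 0 of the Y-linked genes. The cholangiocyte-like name is uncertain: the cluster carried 7 of 9 cholangiocyte markers but also 9 of 16 hepatocyte markers, and its top 10 genes held none of these 7 but 5 hepatocyte genes, Cp, Hsd17b13, Apob, Mug1 and Mug2, below the bile duct genes Spp1, Tm4sf4 and Clu. Median depth differed between these classes, from 743.5 UMIs in erythroid-like and 1063 in neutrophil-like cells to 12581.5 in plasma cell-like cells and 42093 in MC38-like cells. This rank depended on names: at a minimum of 1000 UMIs there were 501 MC38-like, 487 hepatocyte-like and 339 unnamed cells, and at a Leiden resolution of 0.5 there were 782, 68 and 1014, with no separate matrix-gene cluster. In log2 CPM across 12105 genes, both hepatocyte-like clusters correlated at r = 0.965 with barcodes of 10 to 100 UMIs, taken as free RNA. On this measure the cholangiocyte-like cluster reached 0.816 and the MC38-like cluster 0.592. The erythroid-like class was not found at a minimum of 1000 UMIs or with mouse cells clustered alone, and held 2.67% with another random seed. Cholangiocyte-like, dendritic cell-like and plasmacytoid dendritic cell-like cells were not named at a resolution of 0.5 or with a mitochondrial maximum of 25%. The plasma cell-like class came from splitting a cluster shared with B cell-like cells.

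**Figure D1:**
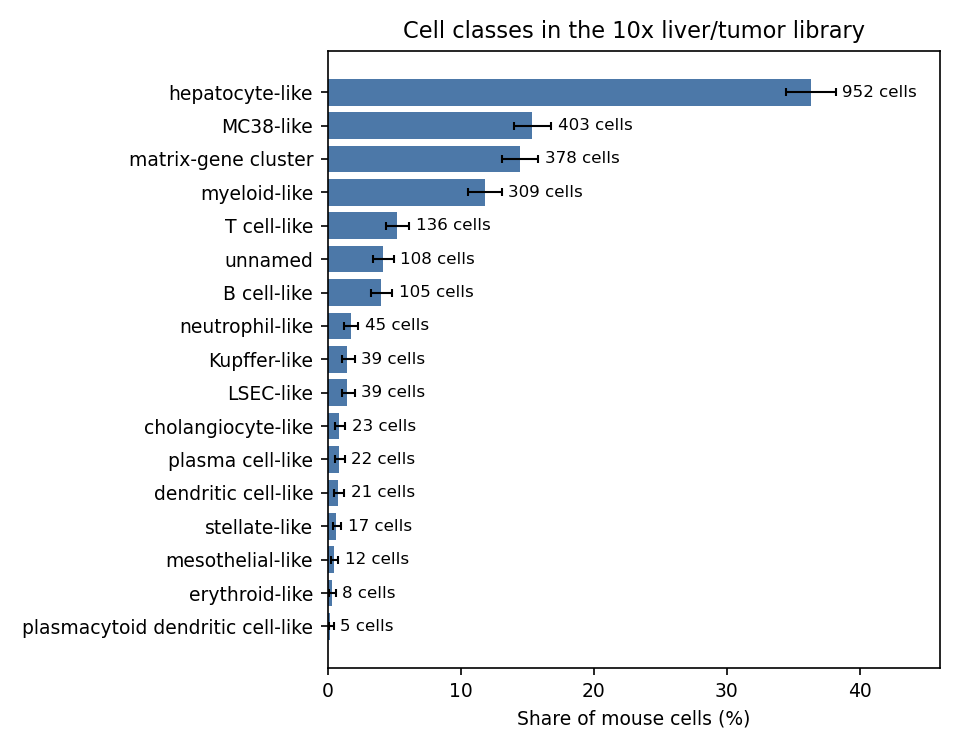
Share of mouse cells (%) in each class of the 10x liver/tumor library, with the number of cells beside each bar. Bars are shares of 2622 mouse cells and error bars are exact binomial 95% intervals; the intervals of neutrophil-like, plasma cell-like and erythroid-like cells each end at or below 2.29%.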

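Rbms3, Tshz2, Prkg1 and Gpc6, the genes by which the paper names mesenchymal stem cells (MSCs), gave their name to no cluster among the mouse cells of the 10x library. The naming rule could not give it to the stellate-like part of a split cluster, which was not split on this list. Stellate-like cells, 17 cells named from genes of hepatic stellate cells such as Lrat and Reln, had the highest pooled level of Rbms3 at 158 CPM (86.4 to 265), with a UMI in 11 of them (64.7%, 38.3 to 85.8%). Tshz2 was found in 7 of the 17 (41.2%, 102 CPM), Gpc6 in 3 (45.2 CPM) and Prkg1 in 1, by a single UMI. LSEC-like cells, which line the liver sinusoids, had Tshz2 in 12 of 39 cells (30.8%, 135 CPM) and no UMI of Rbms3. Mesothelial-like cells had Rbms3 in 5 of 12 cells and Tshz2 in 3. In MC38-like cells Rbms3 was seen in 133 of 403 cells (33.0%) but at 9.95 CPM, and in the matrix-gene cluster in 131 of 378 (34.7%) at 20.8 CPM. At least 2 of the 4 genes were found in 48 mouse cells, 22 of them MC38-like, 18 in the matrix-gene cluster, 6 stellate-like and 2 mesothelial-like, and at least 3 in 1 cell of 2622, which was stellate-like and carried all 4. Human cells served as the background: Rbms3, Tshz2 and Gpc6 were found in 0 of 1391, which allows a share of up to 0.216%, and Prkg1 in 1 (0.0719%), at a median of 101 mouse UMIs per cell against 5365 UMIs in stellate-like cells. Thinned to 500 UMIs per cell, with 0 cells left out, Rbms3 remained in 1 of 17 stellate-like cells (5.88%) and in 2 of 403 MC38-like cells (0.496%). The stellate-like cells also carried 11 of 11 LSEC and 8 of 10 Kupffer markers at 2-fold or more. Their median of 5365 UMIs was above the 2557 of LSEC-like and the 1582 of Kupffer-like cells. Scrublet marked 0 of them as doublets, but whether it could find mixed droplets among so few cells was not checked. The class came from splitting a cluster shared with LSEC-like and Kupffer-like cells, by a rule chosen after the data were seen; it was not named when that cluster was left whole and held 9 cells with a mitochondrial maximum of 25%.

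**Figure D2:**
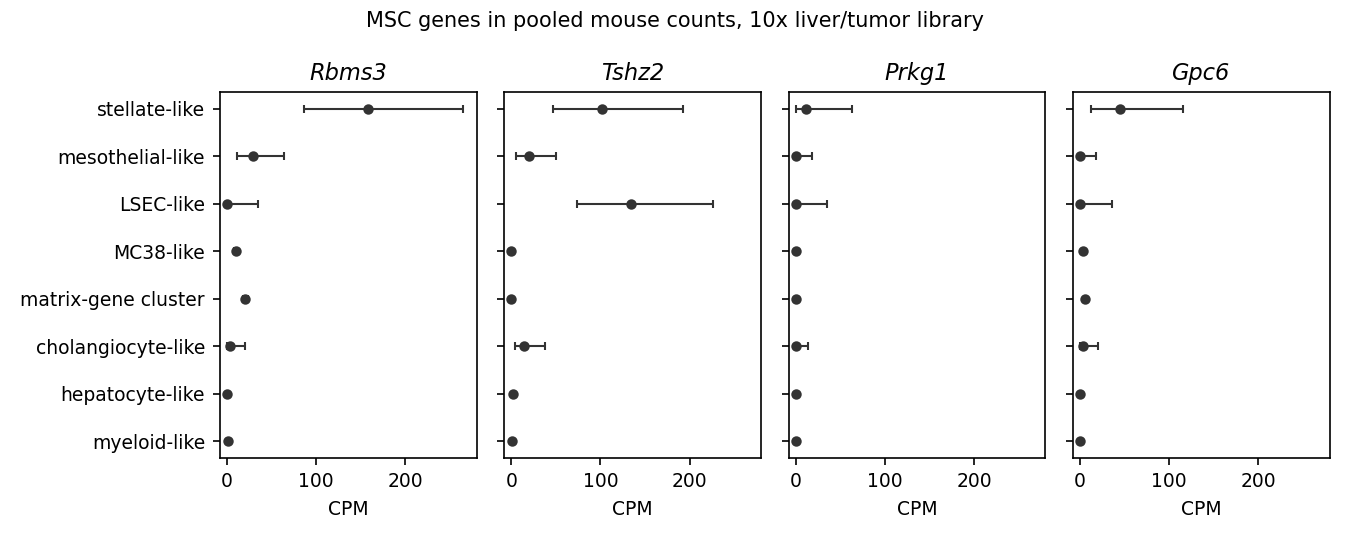
Pooled CPM of Rbms3, Tshz2, Prkg1 and Gpc6 in 8 classes of the 10x liver/tumor library. Points are pooled mouse counts and bars exact Poisson 95% intervals; Rbms3 is highest in stellate-like cells at 158 CPM, and Tshz2 is at 135 CPM in LSEC-like and 102 CPM in stellate-like cells.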

10x did not capture MSCs even though cells were isolated from fresh liver/tumor samples. In addition, B cells identified using the 10x platform correlated with the myeloid population detected by XYZeq, likely due to the transcript capture of *Ly86*, *Cd74*, and several class II histocompatibility antigen genes (e.g., *H2ab1* or *H2dmb1*). 

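B cell-like cells carried the class II invariant chain Cd74 at 31100.4 CPM (log2 ratio to the other classes 2.55), and myeloid-like cells carried it at 12157.7 CPM (0.84), under the 2-fold limit for a higher level. Ly86, a partner of the receptor RP105, was higher in both classes, at 522 CPM in B cell-like (1.18) and 1289 CPM in myeloid-like cells (2.90). H2-Ab1, a chain of the class II molecule, was also higher in both, at 1126 CPM (1.49) and 857 CPM (1.03). H2-DMb1, which helps to load peptides, was higher in myeloid-like cells at 449.6 CPM (1.45) and stood at 123 CPM from 24 UMIs in B cell-like cells (-0.62). The class II list held 11 genes, and Ly86 was counted among them. Of these, 10 were higher in B cell-like cells (median log2 ratio 2.18) and 4 in myeloid-like cells, with 10 higher in dendritic cell-like cells. Unlike H2-DMb1, the list gene H2-DMb2 was higher in B cell-like cells, at 982 CPM against a mean of 30.4 CPM (4.97). Among 231 genes detected well in both classes, the 10 with the highest shared ratio were Cd83, Unc93b1, Ly86, Cd74, Coro1a, H2-Eb1, Arhgdib, H2-Ab1, H2-Aa and Ighm, 5 of them in the class II list. Pooled over Ly86, Cd74, H2-Ab1 and H2-DMb1, dendritic cell-like cells were highest at 47266 CPM, then B cell-like cells at 32870.5 (32072 to 33684) and myeloid-like cells at 14752.5. The myeloid-like values pool 2 clusters, of which the larger had 6 of the 11 list genes above the smaller. Across 719 selected genes, which are not replicates, the B cell-like profile correlated with plasma cell-like cells at r = 0.386, with plasmacytoid dendritic cell-like cells at 0.316, with dendritic cell-like cells at 0.310, with T cell-like cells at 0.229, with MC38-like cells at 0.187, with neutrophil-like cells at 0.109 and with myeloid-like cells at 0.0749. On the 2000 most variable genes the value for T cell-like cells was 0.0804, and without regression that for myeloid-like cells was 0.147. A UMI of Cd74 was found in all 105 B cell-like cells and 82.2% of myeloid-like cells, at median depths of 1597 and 6985 UMIs, and in 2.16% of human cells, at a median of 101 mouse UMIs. Against the pooled counts of all other mouse cells instead, H2-DMb1 in B cell-like cells had a log2 ratio of 1.47, Cd74 in myeloid-like cells had 4.58, and 9 class II genes were higher in myeloid-like cells. The XYZeq myeloid profile was not analysed here. From the shared transcripts of these genes, the paper proposes an explanation of the correlation between the B cells of one platform and the myeloid cells of the other.

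**Figure D3:**
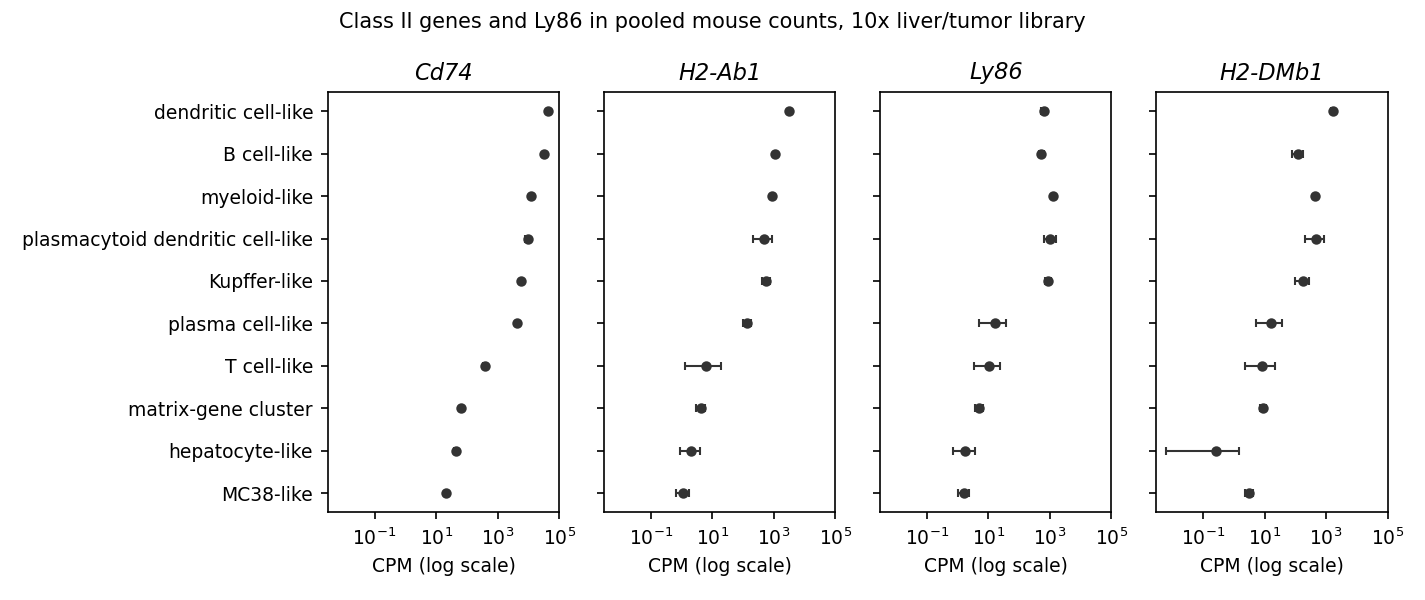
Pooled CPM (log scale) of Cd74, H2-Ab1, Ly86 and H2-DMb1 in 10 classes of the 10x liver/tumor library. Points are pooled mouse counts and bars exact Poisson 95% intervals; B cell-like cells lie above myeloid-like cells for Cd74 and below them for Ly86 and H2-DMb1.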

For the six cell types identified in both the 10x and XYZeq data, we observed high correlations in both the cell type proportions (Lin’s concordance correlation coefficient = 0.99; fig. S5B) and the pseudobulk expression profiles of each cell type (Pearson *r* = 0.64 to 0.86, *P* < 0.01; Fig. 3C).

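Among the 6 cell types that both platforms are reported to share, hepatocyte-like cells made up 50.7% (48.4 to 53.0%) of 1878 cells in the 10x library, MC38-like cells 21.5% (19.6 to 23.4%) and myeloid-like cells 16.5%. T cell-like cells followed with 7.24% (6.11 to 8.51%), and Kupffer-like and LSEC-like cells each made up 2.08% (1.48 to 2.83%). T cell-like cells were taken here for the lymphocytes of XYZeq, without the 105 B cell-like cells. When the matrix-gene cluster was counted with the MC38-like cells, the shares of 2256 cells were 42.2% hepatocyte-like, 34.6% MC38-like, 13.7% myeloid-like, 6.03% T cell-like and 1.73% each for Kupffer-like and LSEC-like cells. The matrix-gene cluster was closer to MC38-like cells than to any other class, at r = 0.752 over the scaled values of the selected genes. Within the 10x library, the 15 pairs of these 6 types had correlations across genes of -0.681 to 0.395, with a median of -0.0414. The highest of them was between myeloid-like and Kupffer-like cells. LSEC-like cells correlated with stellate-like cells at 0.689, outside the 6 types. The hepatocyte-like share of all mouse cells fell to 21.1% at a minimum of 1000 UMIs and to 2.59% at a Leiden resolution of 0.5, with more mouse cells left unnamed in both, and Kupffer-like cells were not named when mixed clusters were left whole. The LSEC-like share of all mouse cells rose from 1.49% to 3.62% with mixed clusters left whole and to 2.30% with a mitochondrial maximum of 25%. XYZeq proportions and profiles were not analysed here.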

Next, we turned to the critical question of whether XYZeq can determine the spatial location of each cell. To do this, we compared the spatial localization of each cell cluster to the images of H&E-stained sequential slices. First, to determine that we could accurately define liver from tumor tissue, we confirmed that the density of hepatocytes and cancer cells across the spatial wells overlap with the histological annotation of the adjacent section (Fig. 3D). Projection of other cell types revealed distinct spatial organization patterns for myeloid cells, lymphocytes, Kupffer cells, MSCs, and LSECs (Fig. 3D and fig. S6A). Quantification of cellular composition occupying each spatial well revealed that MSCs, lymphocytes, and myeloid cells were colocalized with cancer cells, while Kupffer cells and LSECs colocalized with hepatocytes, suggesting potential regions of cellular interaction in tumor-infiltrated tissue (Fig. 3E and Materials and Methods). These qualitative observations were confirmed by pairwise correlation analysis of cell type proportion across all the wells (0.37 ≤ Pearson *r*≤ 0.77, *P* < 0.05; Fig. 3F and fig. S6B).

To assess the generalizability of XYZeq to other tissues, we processed samples from the same heterotopic murine tumor model in the spleen. We recovered a total of 7505 cells at a median of 1312 UMIs and 661 unique genes per HEK293T cell and 1169 UMIs and 577 unique genes per mouse cell at an estimated collision rate of 1.36% (fig. S7, A and B). Similar to the liver/tumor model, XYZeq was able to reconstruct the boundaries of the splenic mouse tissue with the MC38 tumor region annotated on a sequential H&E-stained slice (fig. S7, C to E). A median of four human cells per well and seven mouse cells per well were detected (fig. S7F). Semisupervised Leiden clustering revealed six distinct cell populations for the spleen/tumor model including B cells, T cells, myeloid cells, MSCs, endothelial cells, and MC38 tumor cells (fig. S8A). We observed that all four spleen/tumor slices contributed to each cell type cluster, suggesting that the annotated clusters are not due to batch effects (fig. S8B). A heatmap showing differentially expressed genes across the six cell types revealed distinct clusters of cells expressing canonical genes that are relatively exclusive to each type (fig. S8C). Cells from each type could be spatially mapped across the tissue (fig. S8D). Collectively, these results demonstrate that XYZeq can generate spatially resolved scRNA-seq data from different fixed-frozen tissues.

The ability to obtain spatial and single-cell transcriptomic data simultaneously allowed us to assess the effects of cellular composition on gene expression patterns across space. We applied non-negative matrix factorization (NMF) to both the liver/tumor and spleen/tumor scRNA-seq data to define modules of coexpressed genes and associated the expression of each module in each cell type with its expression across spatial wells. Using our approach, we identified 20 modules of coexpressed genes in each tissue (Materials and Methods). As a proof of principle of the approach, we first identified liver module (LM) 14 from the liver/tumor data, which was predominantly expressed by the hepatocyte cluster in the t-distributed stochastic neighbor embedding (tSNE) space (Fig. 4A). As expected, the highest LM14-expressing wells were enriched for hepatocytes, suggesting that the spatial variability of this module is largely driven by the frequency of hepatocytes (Fig. 4B).

**Fig. 4:**
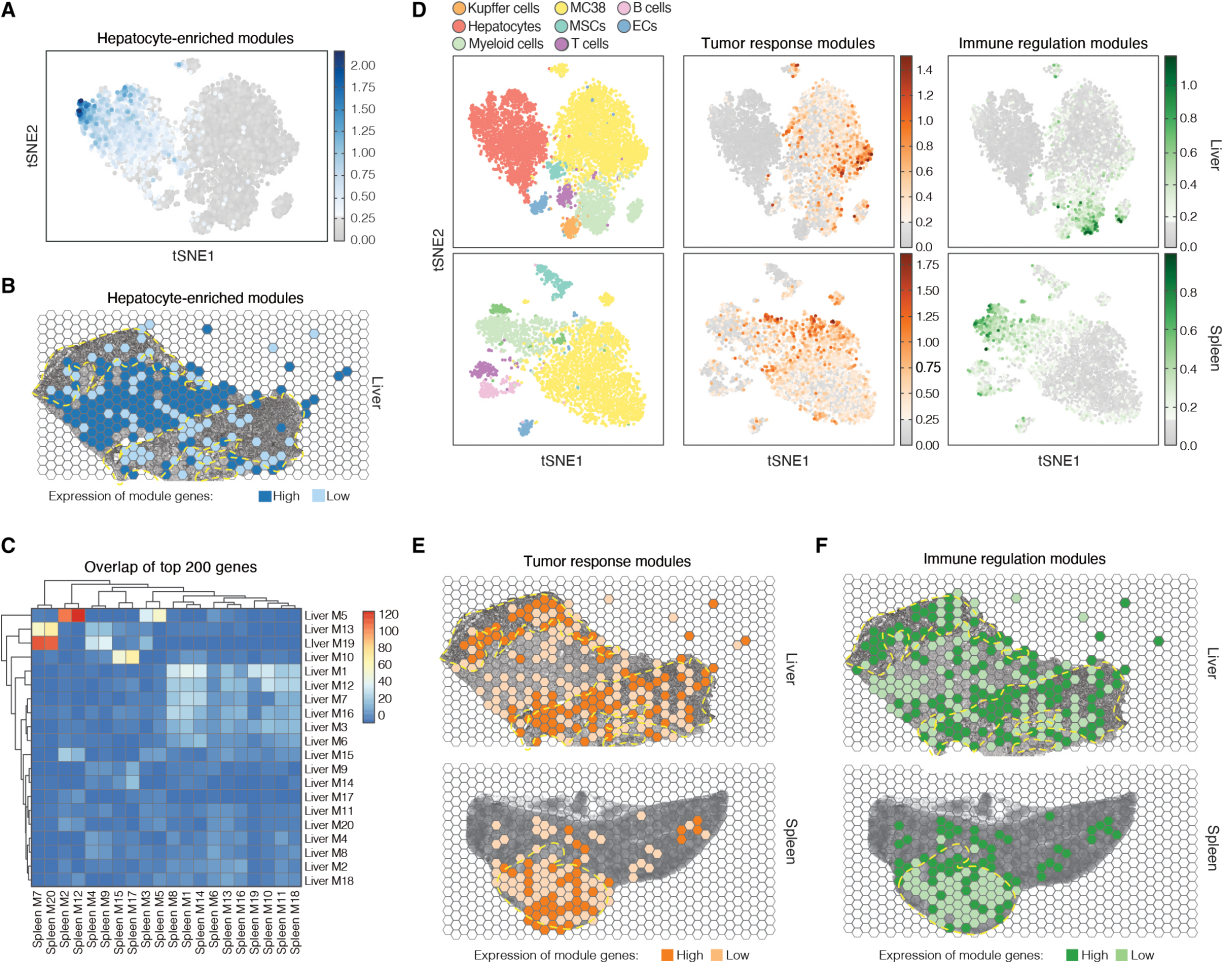
Expression of gene modules in space that track with cellular composition. (**A**) Projection of average expression of hepatocyte-enriched module (LM14) in tSNE space. Each dot is a cell and colored by the average expression of top contributing module genes (Materials and Methods). (**B**) Spatial expression of hepatocyte-enriched module (LM14). Each spatial well is colored by the average expression of the top contributing module genes weighted by the number of cells per well. Wells are binarized into high (above weighted average) versus low (all other nonzero expression). Yellow dotted outlines indicate tumor regions. (**C**) Heatmap representing the number of overlapping genes between each pair of modules in liver/tumor and spleen/tumor. Each row is an LM, and each column is an SM. (**D**) tSNE projection of XYZeq scRNA-seq data colored by annotated cell types in liver/tumor (top left) and spleen/tumor (bottom left) and mean gene expression of the top overlapping modules between liver/tumor (top row) and spleen/tumor (bottom row). Tumor response modules correspond to LM5 and SM12, and immune regulation modules correspond to LM19 and SM7. ECs, endothelial cells. Spatial projection visualizes the mean expression of the tumor response modules (**E**) corresponding to LM5 and SM12 and the immune regulation modules (**F**) corresponding to LM19 and SM7. Each well in (E) and (F) is colored by the average gene expression of each module weighted by the number of cells per well (high versus low), and yellow dotted outline indicates tumor regions. Wells are binarized into high (above weighted average) versus low (all other nonzero expression).

Next, we reasoned that because both the liver and spleen were injected with the same tumor cell line, the invading tumors may induce a shared gene expression profile that vary over space, driven in part by the cellular composition of the tumor microenvironment. To test this hypothesis, we first identified pairs of matching gene modules between the two tissues from the NMF analysis (Materials and Methods). We found four distinct LMs that had at least 25% of genes overlapping with spleen/tumor modules (SMs) (Fig. 4C and fig. S9A). Gene ontology analysis of the modules revealed the enrichment of genes implicated in tumor response, immune regulation, and cell migration (figs. S9, B and C, and S10B). Consistent with the enrichment analysis, many of the genes from these modules have been implicated in tumorigenesis (complete gene lists are in table S1). Unlike LM14, further analysis of these matching modules revealed a heterogeneous composition of cell populations that contributed to the expression of specific module genes (fig. S9D and Materials and Methods). For example, the tumor response module LM5 and its matching modules SM2 and SM12 (Fig. 4C and fig. S9A) consisted of genes predominantly expressed in MC38 tumor cells with some expression in myeloid cells and lymphocytes (Fig. 4D, fig. S9D, and Materials and Methods). The immune regulation modules, LM13 and LM19 (matched with SM7 and SM20), consisted of genes expressed primarily in both conventional (e.g., myeloid and lymphocytes) and nonconventional (e.g., Kupffer cells from liver samples) immune cells (Fig. 4, C and D, and fig. S9D). The expression of these overlapping modules was highest in regions densely infiltrated with cancer cells (Fig. 4, E and F). Collectively, these results show that the joint analysis of scRNA-seq and spatial metadata from XYZeq can identify spatially variable gene modules due to differences in cellular composition across tissue samples.

We next focused our analysis on matching modules LM10 and SM15/SM17, which are primarily expressed by MSCs and enriched for genes involved in cell migration (Figs. 4C and 5A and figs. S9D and S10, A and B). Because MSCs are known to have homing abilities to injured or inflamed sites (*40*), we hypothesized that LM10 could be differentially expressed in MSCs based on their proximity to the tumor. To test this hypothesis, we first computed a tumor proximity score for each well based on the composition of and distance from nearby wells (Fig. 5B; see Materials and Methods and fig. S11 for score definition). Projecting the proximity score onto MSCs in tSNE space revealed that the transcriptional heterogeneity of the population is associated with spatial proximity to tumor (Fig. 5C). We then analyzed the MSC expression profiles using tradeSeq (*41*) to identify differentially expressed genes that tracked with the proximity score. We identified and clustered 177 genes from the liver/tumor tissue (*P* < 0.05) and 66 genes from the spleen/tumor tissue (*P* < 0.05) that are associated with the continuous, one-dimensional proximity score (Fig. 5D). The genes were broadly divided into three groups based on the proximity cells to tumor: intratumor, tumor-tissue boundary, and intratissue with statistically significant genes highlighted for the spleen/tumor tissue (Benjamini-Hochberg false discovery rate < 0.05) (Fig. 5D). For MSCs found in the intratumor regions of the spleen/tumor, many of the differentially expressed genes are reported to regulate the extracellular matrix (ECM) (Fig. 5D, right) (*42*–*45*), suggesting that MC38 cells may induce a local gene expression program in neighboring MSCs that could contribute to malignant remodeling of the ECM.

**Fig. 5:**
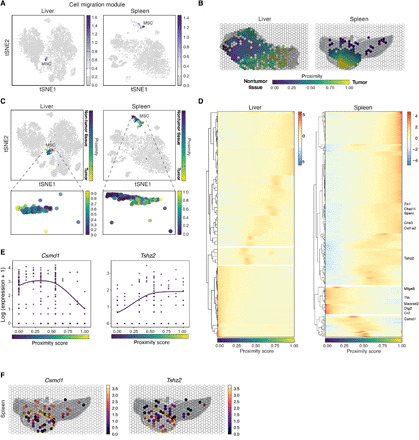
Differential gene expression within MSCs associated with their spatial proximity to tumor. (**A**) Average expression of the cell migration modules (LM10 and SM17) in tSNE space. Each dot is a cell colored by its mean expression of the top module genes between corresponding liver/tumor and spleen/tumor modules. (**B**) XYZeq array colored by the tumor proximity score. Values near 1 (yellow) indicate regions rich in tumor, values near 0 (purple) indicate regions rich in nontumor cells, and wells capturing the border between the two tissue types take on values around 0.5 (blue/green). (**C**) MSCs colored by the cell-specific proximity score in tSNE space. (**D**) Row-clustered heatmap showing the scaled, mean gene expression in MSCs of genes enriched in three spatial regions (intratumor, boundary, and intratissue) along the one-dimensional proximity score. For spleen/tumor, statistically significant genes enriched in the tumor and nontumor regions are highlighted. (**E**) Log expression (*y* axis) of *Csmd1* (left) and *Tshz2* (right) along the proximity score (*x* axis). Each dot corresponds to one MSC cell, and the regression line is fitted using the negative binomial distribution (Materials and Methods). (**F**) Projection in space of mean expression of *Csmd1* (left) and *Tshz2* (right) in MSCs. Yellow dotted outline indicates tumor region.

Last, we leveraged the scRNA-seq data from XYZeq to visualize how individual MSCs expressed *Tshz2* and *Csmd1*, two genes of divergent function that are spatially variable with respect to the tumor in the spleen. Both genes are characterized as tumor suppressor genes and are often silenced in cancer cells to promote malignant growth and metastasis (*36*, *46*, *47*). However, we found that spleen/tumor MSCs expressed lower levels of *Csmd1* but higher levels of *Tshz2* in closer proximity to the tumor (Fig. 5E). The mean differential expression of these genes was specific to splenic MSCs and not expressed by MC38 tumor cells. The expression pattern of each of these genes in space revealed a pattern consistent with the aforementioned spatial trajectory analysis, suggesting that their heterogeneous expression in MSCs may be determined by the location of the cells with respect to tumor (Fig. 5F). Together, these results reveal that joint analysis of spatial and single-cell transcriptomic data from XYZeq can detect transcriptionally variable genes within specific cell types (e.g., MSCs) driven by their location within the complex tissue architecture.

## DISCUSSION

We introduce XYZeq, a new scRNA-seq workflow that encodes spatial meta information at 500-μm resolution. XYZeq enables unbiased single-cell transcriptomic analysis to capture the full spectrum of cell types and states while simultaneously placing each cell within the spatial context of complex tissue. In murine tumor models, we demonstrate that XYZeq identifies both spatially variable patterns of gene expression determined by cellular composition and heterogeneity within a cell type determined by spatial proximity. Looking forward, XYZeq provides a scalable workflow that can be adapted to multiple z-layers of tissue and can potentially facilitate analysis of entire organs. Large-scale integrated profiling of multiple modalities of single cells mapped to the structural features of their tissue will enable greater understanding of how the tissue microenvironment affects cellular infiltration and interaction in health and disease.

## MATERIALS AND METHODS

### Mice, tumor cell line, and tumor inoculation

Six- to 12-week-old C57BL/6 female mice were purchased from Jackson Laboratories and housed under specific pathogen–free conditions. MC38 colon adenocarcinoma cell line expressing luciferase was a gift from R. D. Beauchamp (Vanderbilt University). MC38 cell line was cultured in complete cell culture medium (RPMI 1640 with GlutaMAX, penicillin, streptomycin, sodium pyruvate, Hepes, non-essential amino acid, and 10% fetal bovine serum). Cell lines were routinely tested for mycoplasma contamination. For experiments, mice were given an anesthetic cocktail of buprenorphine (300 μl) and meloxicam (300 μl) 30 min before the procedure. At the time of surgery, one drop of bupivacaine was administered, and mice were anesthetized with isoflurane before intrahepatic (or intrasplenic) injection of MC38 colon adenocarcinoma cells (50 μl at 10 × 10^6^ cells/ml) using a 30-gauge ^1^/_2_-inch needle. Incision was stapled closed, and postoperative care was given to the mice. All experiments were conducted in accordance with the animal protocol approved by the University of California, San Francisco Institutional Animal Care and Use Committee.

### Cancer model system

The intrahepatic and intrasplenic cancer model that we used for the paper is described in great detail in a recently published report by Lee *et al.* (*21*). Briefly, intrahepatic and intrasplenic tumors were generated by subcapsular injection of the tumor cells directly into the organs. To establish the ideal time point for sacrificing the mice, in vivo imaging was done on tumor-inoculated mice. Intraorgan-injected MC38 cells were modified to express the firefly luciferase. Mice were intraperitoneally infected with d-luciferin (150 mg/kg; Gold Biotechnology) 7 min before imaging with the Xenogen IVIS Imaging System. Mice with detectable tumor nodules with at least 5-mm fluorescence were euthanized for tissue harvesting. Organs to be used for XYZeq were fixed with DSP (Thermo Fisher Scientific) and cryopreserved, while organs used for 10x Genomics Chromium single-cell sequencing were digested in RPMI 1640 complete medium that were supplemented with collagenase D (125 U/ml; Roche) and deoxyribonuclease I (20 mg/ml; Roche) and then processed for single-cell suspension using the gentleMACS tissue dissociator per the manufacturer’s protocol (Miltenyi).

### 10x Genomics Chromium platform

Cells isolated from tissue were washed and resuspended in phosphate-buffered saline with 0.04% bovine serum albumin at 1000 cells/μl and loaded on the 10x Genomics Chromium platform per the manufacturer’s instructions and sequenced on NovaSeq or HiSeq 4000 (Illumina).

### Tissue harvesting and cryopreservation

At day 10 after tumor inoculation, mice were euthanized and harvested for the tumor-injected liver (or spleen) and incubated for 30 min in ice-cold dimethyl sulfoxide–free freezing media (Bulldog Bio). This was followed by 30 min of incubation in ice-cold DSP (Thermo Fisher Scientific) supplemented with 10% fetal calf serum (FCS) and then neutralized in ice-cold 20 mM tris-HCl (pH 7.5). The organs were placed in a cryomold, sealed airtight, and slowly frozen overnight at −80°C.

### Cells and reagent dispensing into array

The sciFLEXARRAYER S3 (Scienion AG) was used to dispense cells and reagents to the microwell arrays. Drop stability and array quality were assessed for each experiment. Before dispensing into the microwell arrays slides, Autodrop detection was used to assess drop stability and quantify the velocity, deviations, and drop volume for each reagent. Volume entry was used to determine the number of drops required to reach the total designated well volume. Each well oligo(dT) primer (5′-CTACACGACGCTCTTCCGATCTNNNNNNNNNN[16–base pair unique spatial barcode] TTTTTTTTTTTTTTTTTT-3′, where “N” is any base; IDT) was spotted into a different well in the array. During barcoding, the dew point control software monitored the ambient temperature and humidity, allowing dynamic control of the temperature of the source plate to maintain nominal oligo concentrations through the duration of the run. Barcoded slides were dried in the wells before storage. Reaction mix (Thermo Fisher Scientific) was added to wells and automated with a 10% bleach wash between each probe to eliminate carryover contamination. Dissociation/permeabilization buffer was printed into each well on the day of experiment, and tissue section was loaded onto the microwell array slides. For all tissue experiments, DSP-fixed HEK293T cells were added at 5 μl (at 10 × 10^6^ cells/ml) to the RT digestion mix before being dispensed across all the wells in the microarray. The average number of HEK293T cells were 58 cells per well; however, the absolute number of cells per well likely varied across the array due to the cells being in suspension inside the dispensing nozzle. Cells harvested from the array after incubation were analyzed on the Aria (BD Biosciences), and datasets were analyzed using FlowJo software (Tree Star Inc.).

### Array fabrication

Photoresist masters are created by spinning on a layer of photoresist SU-8 2150 (Thermo Fisher Scientific) onto a 3-inch silicon wafer (University Wafer) at 1500 rpm and then soft baking at 95°C for 2 hours. Then, photoresist-layered silicon wafer is exposed to ultraviolet (UV) light for 30 min over a photolithography mask (CAD/Art Sciences, USA) that was printed at 12,000 DPI (dots per inch). After UV exposure, the wafers are hard-baked at 95°C for 20 min and then developed for 2 hours in fresh solution of propylene glycol monomethyl ether acetate (Sigma-Aldrich) to develop, followed by a manual rinse with fresh propylene glycol monomethyl ether acetate then baked at 95°C for 2 min to remove residual solvent. Polydimethylsiloxane (PDMS) mixture (Sylgard 184, Dow Corning, Midland) with pre-polymer:curing agent ratio of 10:1 was poured over the SU-8 silicon wafer master. This was placed in a 100-mm petri dish and was cured overnight in a 70°C oven. This PDMS-negative mold was peeled off the SU-8 silicon master the following day. PDMS block was placed on a flat surface, and Norland Optical Adhesive 81 (NOA81) (Thorlabs) was poured into the mold to cover the entire surface. A slide was placed on top of the NOA-poured PDMS mold, and a transparent weight was placed on top. NOA was cured for 2 min under UV light, flipping once halfway through the UV curing time. Last, the PDMS mold was detached from the cured NOA microwell array slide (referred to as microwell array chips). The dimensions of each hexagonal well are approximately 400 μm in height and 500 μm in diameter with the volume of 0.04 mm^3^, which can hold 40 nl of liquid.

### XYZeq methodology

Liver/tumor organ was mounted on a cyrostat (Leica) and sliced at 25 μm for use as an XYZeq experimental sample or mounted on a histology slide at 10 μm for immunohistochemical staining. On the day of experiment, XYZeq microwell array chips were spotted with an RT cocktail mix that was spiked-in with DSP-fixed HEK293T cells. The microwell array chips were brought down to −80°C, and a tissue slice was placed on top of the array. A digital image was taken to document the orientation of the tissue before sandwiching a silicone gasket sheet between the XYZeq microwell array chip and a blank histology slide. The chip was placed in a microarray hybridization chamber (Agilent) to ensure an airtight seal while undergoing tissue digestion and RT. To recover high-quality RNA from fixed-frozen tissue, the microarray hybridization chamber housing the chip had to undergo a gradual step-wise temperature increase to 42°C before the 20-min incubation to undergo RT. The chip was removed from the chamber and placed in a 50-ml conical tube with 50 ml of 1× SSC buffer and 25% FCS. The tube was vortexed and spun down at 1000 rcf for 10 min. Excess volume was removed, and cells were filtered and stained for DAPI (4′,6-diamidino-2-phenylindole; Life Technologies) before sorting (BD Aria) into 96-well plates preloaded with 5 μl of the second RT mix. Plates were reverse-transcribed for 1.5 hours at 42°C, followed by PCR using 2× Kapa HotStart ReadyMix (Kapa Biosystems). PCR amplification was performed with an indexing primer (5′-AATGATACGGCGACCACCGAGATCTACAC [i5]ACACTCTTTCCCT ACACGACGCTCTTCCGATCT-3′; IDT). Contents of the PCR plate were pooled into 2-ml Eppendorf tubes, and complementary DNA (cDNA) was purified with AMpure XP SPRI bead (Beckman). cDNA was tagmented and amplified with Illumina Nextera library p7 index (IDT). Final library was analyzed by BioAnalyzer (Agilent) and quantified by Qubit (Invitrogen) and sequenced on a NovaSeq or HiSeq 4000 (Illumina) (read 1: 26 cycles; read 2: 98 cycles; index 1: 8 cycles; index 2: 8 cycles).

### XYZeq decontamination analysis

In our analysis, we recognized that some reads aligning to the mouse genes were present in cells that otherwise had high alignment to the human genome. We suspected that these reads were ambient RNA contamination and sought to remove them. We first removed mouse-aligned transcripts with an extremely high expression in human cell population [*n* = 59, log(counts +1) > 6]. The human cell population was considered a control in the contamination detection, because any ambient RNA from lysed cells was expected to contaminate both mouse and human cells. DecontX (*20*) was then performed to estimate the contamination rate for different cell populations using the human-mouse mixture dataset and therefore derive a decontaminated count matrix from the raw data. Briefly, the algorithm applies variational inference to model the observed counts of each cell as a mixture of true gene expression of its corresponding cell population and the contamination signature (from other cell populations) and then subtracts the contamination signature (fig. S3C). By considering the human-mouse mixed-species experiment, we could remove those counts potentially contributing to collision and effectively account for all potential transcripts in the lysed cells that contribute to ambient RNA. In fig. S3C, the initial estimated contamination rate for each mouse cell type is plotted with the median estimates ranging from 0.06 to 0.31%, with the highest seen in the hepatocyte cell cluster with 2.18% initial contamination fraction. All the downstream analysis was performed on the basis of the decontaminated data after contamination removal.

### How distinctions were made between collision rate and contamination rate

The collision rate is directly calculated from the gene expression of human-mouse mixture dataset based on the ratio between mouse-aligned and human-aligned transcripts, while the contamination rate for each cell is estimated as a cell-specific parameter in the Bayesian hierarchical model via variational inference from DecontX. To specify the contamination rate, each cell has a beta-distributed parameter modeling its proportion of transcript counts, which come from its native expression distribution. The estimated contamination rate for each cell is the proportion of transcript counts, which come from contamination in the Bayesian model. Each transcript in a cell follows a multinomial distribution parameterized by the native expression distribution of its cell population or contamination from all the other cell populations, given a Bernoulli hidden state, indicating whether the transcript comes from its native expression distribution or from the contamination distribution.

### Cell species mixing experiment

Mixture of HEK293T and NIH 3T3 cells were deposited into wells in a gradient pattern across the columns of the array with a total of 11 distinctive cell proportion ratios. Specifically, columns on the array were spotted with human cell–to–mouse cell ratio of 100/0; 90/10; 80/20; 70/30; 60/40; 50/50; 40/60; 30/70; 20/80; 10/90; 0/100; 10/90; 20/80; 30/70; 40/60; 50/50; 60/40; 70/30; 80/20; 90/10; and 100/0, with only human cells flanking the end columns and only mouse cells in the center columns. The ratio of UMI deduplicated reads aligning to either human or mouse reference genomes was calculated for each cell, and those with less than 66% aligning to a single species were deemed barcode collision cells.

### XYZeq single-cell analysis

Single-cell RNA sequence data processing was performed where sequencing reads were processed as previously described (*17*). Briefly, raw base calls were converted to FASTQ files and demultiplexed on the second combinatorial index using bcl2fastq v2.20. Reads were trimmed using trim galore v0.6.5, aligned to a mixed human (GRCh38) mouse (mm10) reference genome and UMI deduplicated. Reads were then assigned to single cells by demultiplexing on the first combinatorial index, before the construction of a gene by cell count matrix. The count matrix was processed using the Scanpy toolkit. Cells with less than 500 UMIs and greater than 10,000 UMIs, as well as cells expressing less than 100 unique genes or more than 15,000, were discarded. Cells with more than 1% mitochondrial read percentage were also discarded. Gene counts were normalized to 10,000 per cell, log-transformed, and further filtered for high mean expression and high dispersion using the filter genes dispersion function, with a minimum mean of 0.35, maximum mean of 7, and minimum dispersion of 1. Gene counts were then corrected using the regress out function with total counts per cell and the percentage mitochondrial UMIs per cell as covariates. Subsequent dimensionality reduction was done by scaling the gene counts to a mean of 0 and unit variance, followed by principal components analysis, computing of a neighborhood graph, and tSNE. Leiden clustering was performed with a resolution of 0.8, and cells were grouped to reveal distinct murine cell types and human HEK293T cells.

### 10x data processing

Count matrices were generated using the “count” tool from Cell Ranger version 3.1.0, using the combined human and mouse reference dataset (version 3.1.0) and the “chemistry” flag set to “fiveprime.” The count matrix was processed using the Scanpy toolkit. Cells with less than 500 UMIs and greater than 75,000 UMIs, as well as cell expressing less than 100 unique genes and greater than 10,000, were discarded. Cells with more than 7.5% mitochondrial read percentage were also discarded. 

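The mitochondrial limit removed mouse and human cells at close rates, 429 of 3051 mouse barcodes (14.1%, 12.8 to 15.3%) and 232 of 1623 human barcodes (14.3%, 12.6 to 16.1%). Mixed barcodes were removed far more often, 112 of 126 (88.9%, 82.1 to 93.8%). Of 326693 barcodes with a UMI, 5084 had at least 500, 5075 of these had at most 75000, and 4800 of these also had 100 to 10000 genes. The mitochondrial limit left 4027 barcodes, at a median of 10161 UMIs: 2622 mouse, 1391 human and 14 mixed (0.348%, 0.190 to 0.583%). With a mitochondrial maximum of 25%, 123 mixed barcodes remained, and with a species share of at least 90%, 139 barcodes counted as mixed. The limit did not act evenly on mouse classes, which were named anew at 25%. Hepatocyte-like cells then numbered 1193 against 952 and LSEC-like cells 67 against 39. T cell-like cells stayed at 136, and stellate-like cells fell from 17 to 9.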

Gene counts were normalized to 10,000 per cell, log-transformed, and further filtered for high mean expression and high dispersion using the filter genes dispersion function, with a minimum mean of 0.2, maximum mean of 7, and minimum dispersion of 1. Gene counts were then corrected using the regress out function with total counts per cell and the percentage mitochondrial UMIs per cell as covariates. Subsequent dimensionality reduction was done by scaling the gene counts to a mean of 0 and unit variance, followed by principal components analysis, computing of a neighborhood graph, and tSNE. 

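Human HEK293T and mouse cells fell largely into separate clusters: of 22 clusters over 4013 cells, 15 were mostly mouse and 7 mostly human. The mostly human clusters held 1350 of the human cells, and the other 41 lay in mostly mouse clusters, 32 of them in a cluster of hepatocyte-like cells with a median of 1459 UMIs. Of the mouse cells, 42 lay in mostly human clusters, 41 of them in a cluster with a median of 913 UMIs. Hepatocyte-like cells formed a pair of clusters, of 571 and 381 mouse cells, and myeloid-like cells another pair, of 232 and 77. MC38-like cells and the matrix-gene cluster were 403 and 378 mouse cells, and T cell-like cells formed 1 cluster. The clusters rested on 719 genes that passed the mean and dispersion limits, 681 of them mouse and 38 human, with 15 neighbours and 50 principal components as Scanpy defaults. At a resolution of 0.5 there were 14 clusters.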

Leiden clustering was performed with a resolution of 1, and cells were grouped to reveal major murine cell types and human HEK293T cells.

### Heatmap for XYZeq

Mouse cells were subsetted from the XYZeq processed data matrix. The processed gene expression values were plotted in a heatmap with a minimum fold change of 1.5 and hierarchically clustered using the heatmap function from Scanpy, with the default settings of Pearson correlation method and complete linkage.

### XYZeq gene pairplot

Four slices of liver/tumor tissue were processed using the XYZeq assay (with HEK293T cells spiked in) and aligned to a joint human and mouse reference. All genes with at least one count in each slice were kept, and the counts across the common set of genes between pairwise slices were plotted in the lower triangle, with the Spearman correlation for the data shown in the upper triangle. Along the diagonal, histograms were plotted showing the distribution of counts per gene for all the nonzero genes for each slice.

### XYZeq cells per well pairplot

Pairplot shows the number of microwells containing pairwise combinations of cell types. For scatterplots, each point in the plot represents a well, and its coordinate positions indicate the number of cells of each cell type present in that well. Every dot on the scatterplot is a gene representing mean per gene for common genes across all cells in the slices. Along the diagonal of the figure are histograms, showing the univariate distribution of cell number per well for the given cell type.

### Heatmap comparing 10x to XYZeq

Mouse cells were subsetted from each of the processed data matrices. For pairwise mouse Leiden clusters found between XYZeq and 10x, the scaled and log-transformed gene expression values of common genes were plotted. For each comparison, a Pearson correlation was calculated and plotted in the heatmap. Row/column labels were ordered according to their corresponding cell types.

### Correlation plot

Mouse cells were subsetted from each of the processed data matrices. Proportions for each cell type (as determined by the Leiden clustering and visualized using tSNE) were plotted, and the coefficient of determination was calculated by fitting to the model that assumes proportions are equal between the two assays.

### Gene module analysis of top contributing genes

To identify gene modules using NMF, genes expressed in fewer than five cells and cells expressing fewer than 100 genes were filtered out. Variance stabilizing transformation was performed on count data, and confounding covariates including number of counts per cell, batch, and mitochondrial read percentage were regressed out by a regularized negative binomial regression model using the SCTransform (*48*) function in the Seurat R package. Pearson residual values from the regression model were centered, and all negative values were converted to zero. Nonsmooth NMF (nsNMF) was performed on the resulting expression data with a rank value of 20 using the nmf (*49*) function in NMF R package. In each module, genes were sorted by their magnitude in the corresponding coefficient matrix in a descending order. Gene ontology enrichment analysis was performed for the sorted genes in each module using GOrilla (*50*). For each module, the top consecutive genes with higher coefficients in this module compared to all the other modules were further selected as genes contributing the most to the module (*51*) in the tissue-specific analysis. Binary spatial plots were generated by first calculating the median expression across all the cells for each well within each batch based on the log-normalized gene expression data. We then extracted the mean expression across all the genes within one module for each well and calculated the average of mean expression across selected module genes for each well weighted by the number of cells in each well. The wells with a mean expression across genes above the weighted average were labeled as highly expressing for that gene module, and all the other wells with nonzero expression of those selected module genes were labeled as lowly expressing that gene module. tSNE plots representing the gene modules were colored by their mean expression of genes within the annotated module.

### Overlapping analysis between the gene modules identified in liver/tumor and spleen/tumor

Gene modules were first identified using nsNMF with a rank value of 20 for the two tissues, liver/tumor and spleen/tumor, respectively. The top 200 genes in each sorted gene list for a module were selected as having high association with the module. For each module in the liver/tumor tissue, the spleen/tumor module with the largest gene overlap was initially matched as functionally similar. We then removed those matched pairs with fewer than 25% overlapping genes out of top 200 genes in the liver/tumor module. To calculate cell type fractions that make up each module, the average gene expression for each gene across all the cells was calculated. Median expression across all the overlapping genes for each cell type was further computed, which was later transformed into fractions by dividing by the sum of median expression across all the cell types.

### Defining the proximity score by wells

We sought to define a score for each well of the hexagonal well array that would capture how centrally located a well was within either the tumor or nontumor tissue domains. Central to the method was the determination of successive concentric “layers” of wells that were adjacent to a well in question: those corresponding to its immediate neighbors (layer 1), those wells exactly two wells away (layer 2), and so on, for *n* layers. In the spleen/tumor, we selected several wells on the far side of the tumor region and set the score of these wells to 1. We then took 10 successive layers of wells and decreased the score linearly with each layer, with the wells in layers 10 and beyond set to 0. In the liver, MC38 cells were found in different locations, and therefore, unlike the spleen, there was no single unidirectional spatial dimension to place all MC38 cells at one end and all nontumor tissue cells at the other. Therefore, we used an alternative approach to calculate these scores in the liver/tumor tissue. For each well *w*_*x*, *y*_, annotated by their *x*, *y* position on the hexagonal well array, we calculated the proportion of hepatocytes, *p*_*x*,*y*_, since the hepatocytes were the most abundant parenchymal cell type in and strictly associated with the nontumor liver tissue

$$t_{x,y}=\#\text{of total hepatocytes and MC38 cells in}\;w_{x,y}$$

$$h_{x,y}=\#\text{of hepatocytes in}\;w_{x,y}$$

$$p_{x,y}=\frac{h_{x,y}}{t_{x,y}}$$

Then, for each well in question *w*_*x*,*y*_, we tabulated the surrounding wells in each of the successive concentric 10 layers. We denote these wells *w*_*x*^′^*y*^′^_ to differentiate from the well in question. For each of those layers *l*, we took its constituent wells’ *p*_*x*^′^,*y*^′^_ and calculated a cell number–weighted average *p*_*x*,*y*, *l*_

$$w_{x,y,l}=\{w_{x\prime y\prime }\in \text{layer}\;l\;\text{of}\;w_{x,y}\}$$

$$t_{x,y,l}=\#\text{of total hepatocytes and}\;\text{MC}38\;\text{cells in}\;w_{x,y,l}$$

$$p_{x,y,l}=\sum_{x\prime ,y\prime }^{w_{x,y,l}}\frac{t_{x\prime ,y\prime }}{t_{x,y,l}}p_{x\prime ,y\prime }$$

Then, for the well in question *w*_*x*,*y*_, we calculated a distance-weighted average of all the *p*_*x*,*y*,*l*_, and this became the proximity score *s*_*x*,*y*_ for the well in question. The distance weights for each layer, *u_l_*, were based on an exponential decay, terminated to 10 terms and then normalized to 1 by dividing by the sum of all weights *u*_s_. We give equal weight to *p*_*x*,*y*_ and the value for the layer 1 neighbors *p*_*x*,*y*,1_. A decay factor *d* of 1.05 was chosen empirically, as it seemed to create the most uniform-like distribution of the scores across all wells

$$d=1.05,u_{s}=\sum_{l=1}^{10}\frac{1}{d^{l}}$$

$$u_{l}=\frac{\left(\frac{1}{d^{l}}\right)}{u_{s}}$$

$$s_{x,y}=u_{1}p_{x,y}+\sum_{l=1}^{10}u_{l}p_{x,y,l}$$

These calculations were repeated for all wells containing at least one murine cell.

### Trajectory inference analysis

Genes expressed in fewer than five cells and cells expressing fewer than 100 genes were excluded. Variance stabilizing transformation was performed using the SCTransform (*48*) function in the R Seurat package. The resulting corrected count data in MSC in one tissue were used as the count matrix input in trajectory inference analysis, using the tradeSeq (*41*) package in R. Genes whose expression is associated with the proximity score were identified by the associationTest function in tradeSeq, based on a Wald test under the negative binomial generalized additive model. The *P* values were corrected using Benjamini-Hochberg multiple testing procedure, and genes with corrected *P* values smaller than 0.05 were considered to be significantly associated with the proximity score.

## SUPPLEMENTARY MATERIALS

Supplementary material for this article is available at http://advances.sciencemag.org/cgi/content/full/7/17/eabg4755/DC1

## Appendix

View/request a protocol for this paper from *Bio-protocol*.

How the deposited data were processed for this re-analysis (not part of the article)

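The data were 1 single-cell RNA-seq library of mouse liver bearing MC38 tumor with human HEK293T cells, made with the 10x Chromium system. The series lists 11 samples, and the other 10, all XYZeq libraries, were not analysed here. The authors deposited raw UMI counts per gene and barcode, made with Cell Ranger 3.1.0 and combined human and mouse reference 3.1.0, without a filter for cells. The submitters' processing notes also name bcl2fastq 2.0, Trim Galore 0.6.5, STAR 2.7.0a and SAMtools 1.10 with builds GRCm38 and GRCh38, with no role given. Genes were used under the symbols that come with the deposited counts.

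From these counts, barcodes were kept with 500 to 75000 UMIs, 100 to 10000 genes and at most 7.5% mitochondrial UMIs, as in the paper's methods. Species were assigned at 66% of UMIs, and mixed barcodes were left out of clustering. Counts were normalized to 10000 per cell and log-transformed, genes were kept with a mean of 0.2 to 7 and a dispersion of at least 1, and total counts and mitochondrial percent were regressed out. Values were then scaled, and Leiden clustering was run at a resolution of 1. Python 3.11.15 was used with Scanpy 1.11.5, leidenalg 0.10.2, AnnData 0.12.19, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and Matplotlib 3.10.9.

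The marker lists of 21 cell types and the 16 lists of cell states were fixed before the data were examined, as were the filters, the rule for named genes and most alternatives. The rule for named genes took every gene that the paper names for the 10x comparison or as a liver cell type marker, every member of a list that a sentence is about, the 10 top genes of each class by ratio, and the 10 genes most shared by B cell-like and myeloid-like cells. The rule for naming and splitting clusters, the minimum of 5 cells per cluster, the minimum of 50000 pooled UMIs for a class to enter the mean of the other classes, and the pairs of clusters compared with each other were chosen after the data were seen. A cluster with a median under 3387 UMIs, the clustered cells' median of 10161 divided by 3, kept a name only with a marker of it among its top 10 genes. Differences from the paper may come from these rebuilt names, since the paper's own cell annotation was not used here.

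Cells are not replicates, so counts were pooled per class and divided by the class's mouse UMIs, and no p-value was computed. A list gene needed 50 UMIs over all mouse cells to count as measured. Log2 ratios were taken after adding 1 CPM. A list's median log2 ratio was placed among 10000 random lists of the same size matched on mean expression in 20 bins. The depth of each class sets its precision: pooled mouse UMIs ran from 16884321 in MC38-like cells to 5747 in erythroid-like cells.

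The calls were tested on simulated data with 200 of 12105 genes changed in a class. All classes were drawn from the same pooled profile at their own depths, so nothing else differed between them. Real classes differ in many genes, so the shares below cover counting error and not differences among the other classes. For myeloid-like cells, 98% of genes raised 4-fold and 100% of genes raised 8-fold were called, with 0.353% of unchanged genes called. For B cell-like cells these shares were 74%, 94% and 0.806%, and for stellate-like cells 54%, 74% and 0.991%. Genes lowered 4-fold were called in 80% for myeloid-like, 26% for B cell-like and 8% for stellate-like cells, so that lower calls in small classes are limited by depth.

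Alternatives were a minimum of 1000 UMIs, a mitochondrial maximum of 25%, a species share of 90%, a resolution of 0.5, mouse cells alone on the 2000 most variable genes, another random seed, Scrublet doublets removed, cells thinned to 500 UMIs, free RNA subtracted, pooled counts of all other mouse cells as the comparison, and no regression. Mixed clusters left whole, a 4-fold marker limit and stellate-like cells without those that Scrublet marks were added after the data were seen. Expression per chromosome in MC38-like cells was planned and not run, since no mouse gene positions were used here.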

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

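The tests of free RNA and of a male host for the Y-linked genes, and the test of host stromal cells for the matrix genes, were chosen after the results were seen. The 4 values below are signals from genes that the paper does not discuss for this library, each above the limit that a count of 0 allows.

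The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty stood at 102 CPM (95.0 to 109, 840 UMIs) in the host classes pooled and at 0.415 CPM in MC38-like cells, while Xist, the RNA that silences one X chromosome, stood at 107 CPM in MC38-like cells, 146 CPM in the matrix-gene cluster and 1.09 CPM in host classes. Reads of the X-linked partners are argued against, since the ratio of Y-linked to partner UMIs in MC38-like cells was 0.231% (0.0869 to 0.510%) of that in host classes. Free RNA is argued against by Y-linked UMIs per human cell at 4.15% (2.58 to 6.43%) of the host classes pooled, below the 10% set as the bound. Per MC38-like cell they were at 3.58%. A first form of this test, against hepatocyte-like cells alone, gave 6.54% (3.88 to 10.6%) for human and 5.64% (2.02 to 13.1%) for MC38-like cells. Both intervals crossed the bound and left free RNA open, and the host classes were pooled only after the value for human cells was seen. Host cells of 1 male animal stay open without support from a test: Xist in host classes at 1.01% (0.443 to 2.02%) of its level in MC38-like cells restates the levels above, and so do the Y-linked UMIs in each of the 12 host classes of at least 50000 UMIs, from 66.5 to 264 CPM. The sex of the animal was not tested in other data.

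The extracellular matrix list, pooled, stood at 7249 CPM (7195 to 7303) in the matrix-gene cluster. It stood at 3011 CPM in MC38-like, 4786 in stellate-like and 19038 in mesothelial-like cells. Such genes helped to form and name the cluster. Most of the 7249 CPM came from Col3a1 (2691), Sparc (2370) and Fn1 (1373), while Col1a2 stood at 7.52 and Lox at 2.09 CPM. Host stromal cells, alone or in doublets with tumor cells, are argued against, since Y-linked UMIs per cell were 2.42% (0.569 to 9.37%) of those in stellate-like cells, a bound that rests on 7 and 13 UMIs and holds only for host cells that express these genes as stellate-like cells do. Free RNA is argued against by a median CPM ratio of 12.9 (quartiles 5.62 to 22.3) over the mouse UMIs of human cells, and of 6.14 (2.84 to 12.9) with genes of under 3 UMIs there set to 3; all 8 genes with a UMI in human cells were at 2-fold or more, and of the 4 without one, 2 were so against that limit. What stays open is a state of the tumor cells. The cluster's log2 CPM profile correlated across 12105 genes with MC38-like cells at r = 0.962, next with mesothelial-like cells at 0.770. Unlike classes also correlated on this measure, with T cell-like cells at 0.616. It is not comparable with the 0.752 over scaled values of the selected genes. Beyond other cells as the source, no biological explanation was tested, since the design names no second condition.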

How the results depend on the processing

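Mixed clusters left whole and stellate-like cells without Scrublet doublets were chosen after the data were seen, as was a 4-fold marker limit; the other alternatives were planned. Of 228 values under alternatives, 166 stayed within their interval or within 1.5 times their count, 61 moved and 1 changed sign. The cause was not tested in any of them, except that thinning lowers depth by design. No paired analysis was possible because 1 library entered every comparison. Expression per chromosome in MC38-like cells, with a minimum of 200 UMIs or against non-hepatocyte classes only, was not run.

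The 1 change of sign was H2-DMb1 in B cell-like cells, with a log2 ratio of -0.62 against the equal-weight mean of the other classes and 1.47 against their pooled counts. Under pooled counts the other log2 ratios moved further from 0, to 2.42 for Ly86, 4.77 for Cd74 and 3.80 for H2-Ab1 in B cell-like cells, and to 6.66 for Ly86, 4.58 for Cd74, 4.84 for H2-Ab1 and 4.88 for H2-DMb1 in myeloid-like cells. Members called higher then numbered 9 for class II in myeloid-like cells, 9 for interferon response in the matrix-gene cluster, and for dissociation stress 7 in B cell-like and 8 in mesothelial-like cells, and 1 class I gene was called lower in MC38-like cells. With free RNA subtracted, Cd74 had a log2 ratio of 2.60 in B cell-like and 0.82 in myeloid-like cells.

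With a minimum of 1000 UMIs, hepatocyte-like cells made up 21.1%, MC38-like 21.7%, the matrix-gene cluster 11.3%, these last 2 together 33.0%, neutrophil-like 1.17% and erythroid-like 0%. With a mitochondrial maximum of 25%, there were 123 mixed barcodes, and hepatocyte-like cells made up 41.0%, the matrix-gene cluster 10.7%, it and MC38-like cells together 26.9%, LSEC-like 2.30% and stellate-like 0.309%, with Rbms3 in 88.9% of the latter. With a species share of 90% there were 139 mixed barcodes. At a resolution of 0.5 there were 14 clusters, with 2.59% hepatocyte-like, 29.8% MC38-like and 0% in the matrix-gene cluster. Mouse cells alone gave 18.1% MC38-like, 10.6% matrix-gene and 0% erythroid-like. Without Scrublet doublets the first 2 of these were 18.6% and 11.3%, and with random seed 1 they were 17.4% and 12.4%, with 2.67% erythroid-like. With mixed clusters left whole, B cell-like cells made up 4.84%, LSEC-like 3.62%, and Kupffer-like, plasma cell-like and stellate-like 0% each.

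Thinned to 500 UMIs, shares of cells with a UMI fell to 5.88% for Rbms3 and to 0% for Tshz2, Gpc6 and Prkg1 in stellate-like cells, to 7.69% for Tshz2 in LSEC-like cells, and for Rbms3 to 0.496% in MC38-like cells and 0.794% in the matrix-gene cluster; at least 3 of the 4 genes were found in 0% of mouse cells. On the 2000 most variable genes, correlations were 0.0804 for B cell-like with T cell-like cells, 0.298 with plasma cell-like cells, 0.281 for myeloid-like with Kupffer-like cells and 0.658 for MC38-like cells with the matrix-gene cluster. Without regression they were 0.147 for B cell-like with myeloid-like cells, -0.385 for MC38-like with hepatocyte-like cells, 0.809 for MC38-like cells with the matrix-gene cluster and 0.183 for LSEC-like with Kupffer-like cells.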

Differences from the paper's values

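The paper's methods state that the mice were female. In host classes of the 10x library, the Y-linked genes had 840 UMIs in 562 of 1733 cells, and Xist had 9 UMIs in 2 cells.

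The paper states that MSCs were absent from the 10x data. No cluster was named from the MSC list, with at least 3 of its 4 genes in 1 mouse cell, which was stellate-like and carried all 4. For stellate-like cells the missing name decides nothing. Parts of a split cluster could take only lists on which it was split, and the MSC list was not among them. In the 17 stellate-like cells, however, Rbms3, Tshz2 and Gpc6 each passed 10% of cells and 2-fold, next to 9 of 10 stellate markers, from which the cells took their name. They also carried 5 of 10 fibroblast markers at the same limits, among them Dcn at 6310 CPM and Lum at 226 CPM.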

Other observations

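The tests of LSEC-like cells as a source of Rbms3 and Gpc6, and the pairs of clusters compared, were chosen after the results were seen. In the pooled counts of T cell-like cells, all 9 genes of the cytotoxic list were higher than in the other classes, with Gzmb at 2230.5 CPM and Ifng at 157 CPM. Of the exhaustion genes, 8 of 9 were higher, with the inhibitory receptor Pdcd1 at 375 CPM (321 to 434) and Tigit at 381 CPM. Whether the same cells carried both sets was not examined. No other class was named from T cell markers, so calls against the other classes cannot separate a cell state from T cell identity. All 4 measured regulatory T cell genes (Ikzf2, Ctla4, Tnfrsf4 and Tnfrsf18) were higher as well, and Foxp3 stood at 33.9 CPM from 16 UMIs. Ctla4 is also in the exhaustion list. The class, named from 11 of 12 T cell markers, also carried 6 of 10 markers of NK or innate lymphoid cells, among them Klre1 and Eomes. Gzma and Prf1 count among these 6 and in the cytotoxic list. In the same class, 6 of 9 class I genes and 5 of 12 proliferation genes were higher. Neutrophil-like cells had 9 of 12 genes of dissociation stress and immediate early response higher, among them Fos at 8798 CPM and Dusp1 at 14469 CPM, and cholangiocyte-like cells had 5, with Atf3 at 1136 CPM. Cholangiocyte-like cells also had 8 of 12 complement and acute phase genes higher, with C3 at 3028 CPM, together with 8 of 10 abundant hepatocyte transcripts. Mesothelial-like cells had 11 of 12 extracellular matrix genes higher, with the protease inhibitor Timp1 at 4867 CPM.

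Within the myeloid-like class, the larger cluster had 10 of 12 genes of tumor-associated macrophages above the smaller one, with C1qa at 5838 against 28.6 CPM, Spp1 at 3366 against 36.4 CPM and Arg1 at 902 against 23.4 CPM. It also had 6 of 11 class II and 8 of 12 interferon genes higher, and 3 hypoxia and glycolysis genes higher with 1 lower. Against the other classes, the whole myeloid-like class had 7 of 12 tumor-associated macrophage genes, 7 of 12 interferon genes and 6 of 12 hypoxia and glycolysis genes higher. MC38-like cells had 10 of 12 proliferation genes above the matrix-gene cluster, with Cdk1 at 169 against 41.3 CPM. The matrix-gene cluster had 11 of 12 interferon genes higher, with Isg15 at 913 against 193 CPM, 7 of 12 hypoxia and glycolysis genes, with Car9 at 25.9 against 1.24 CPM, 6 of 12 extracellular matrix genes, with Col3a1 at 2691 against 725 CPM, and 2 of 9 class I genes, H2-K1 and Tap1. These clusters were formed on the same counts, so their differences are not independent of how they were made. MC38-like cells and the matrix-gene cluster also differed in depth, with medians of 42093 and 25361.5 UMIs, and in Malat1, at 665 and 1556 CPM. Cell state was not separated from RNA quality in this pair. Hepatocyte-like cells had 4 of 5 measured pericentral, 8 of 9 periportal and 9 of 12 complement and acute phase genes above the other classes, and their deeper cluster had 3 pericentral genes above the other, with Cyp2e1 at 1781 against 596 CPM, 0 periportal genes (median log2 ratio of the list -0.69), and 9 of 12 complement and acute phase genes (1.27). The calls against the other classes cannot separate a state from hepatocyte identity, since Cyp2e1 and Ass1 are also markers that named the class. The 2 clusters also differed in depth, with medians of 4862 and 1402 UMIs, and zonation was not separated from RNA quality. Neither Csmd1 nor Tshz2, the list that the paper names for spleen MSCs, reached 50 UMIs over all mouse cells, and Csmd1 had 4 UMIs each in MC38-like cells and in the matrix-gene cluster.

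The markers that the paper names for XYZeq clusters had these levels in the 10x library. Plec stood at 321 CPM in MC38-like cells (log2 ratio 2.14). Itgam, which encodes Cd11b, stood at 116 CPM and Tgfb1 at 224 CPM in myeloid-like cells, and Myo1f at 100.0 CPM there and 301 CPM in neutrophil-like cells. Prkcq stood at 95.2 CPM, Cd8b1 at 1124 CPM and Il18r1 at 52.9 CPM in T cell-like cells, with Il18r1 at 108 CPM in mesothelial-like cells. Oat stood at 200.3 CPM and Gulo at 105 CPM in hepatocyte-like cells, and Glul was highest among the classes of at least 50000 UMIs in Kupffer-like cells at 441 CPM.

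The nuclear RNA Malat1 stood at 103 CPM in the deeper and 34.9 CPM in the other cluster of hepatocyte-like cells, and at 665 CPM in MC38-like, 1556 in the matrix-gene cluster and 8158 CPM in neutrophil-like cells. An unnamed cluster of 66 cells had Malat1 at 101 CPM, with Crabp1, Hmga1 and Tpm2 as its top genes.

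Rbms3, Tshz2 and Gpc6 in stellate-like cells may come from these cells or from LSEC-like cells in the same droplets, since the median LSEC marker stood at 49.0% of its level in LSEC-like cells. For Rbms3 the second is argued against, with 14 UMIs (7.65 to 23.5) where the upper limit in LSEC-like cells allows 3.14. For Gpc6 it stays open, with 4 UMIs (1.09 to 10.2) against the same limit; the first form of this test pooled the 2 genes, with 18 UMIs where 6.29 were allowed, and was split by gene after that. For Tshz2 it remains open, with 9 UMIs (4.12 to 17.1) where 5.85 are expected from that marker level. Free RNA is argued against for the 3 genes, whose upper limit per human cell was 0.136% of the level in stellate-like cells. Kupffer-like cells were not tested as a source, and had 0 UMIs of each of the 3 genes.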
